# The Transcription Factor *Elf3* Is Essential for a Successful Mesenchymal to Epithelial Transition

**DOI:** 10.3390/cells8080858

**Published:** 2019-08-09

**Authors:** Burcu Sengez, Ilkin Aygün, Huma Shehwana, Neslihan Toyran, Sanem Tercan Avci, Ozlen Konu, Marc P. Stemmler, Hani Alotaibi

**Keywords:** mesenchymal to epithelial transition, *Elf3*, *Grhl3*, Cadherins

## Abstract

The epithelial to mesenchymal transition (EMT) and the mesenchymal to epithelial transition (MET) are two critical biological processes that are involved in both physiological events such as embryogenesis and development and also pathological events such as tumorigenesis. They present with dramatic changes in cellular morphology and gene expression exhibiting acute changes in E-cadherin expression. Despite the comprehensive understanding of EMT, the regulation of MET is far from being understood. To find novel regulators of MET, we hypothesized that such factors would correlate with *Cdh1* expression. Bioinformatics examination of several expression profiles suggested *Elf3* as a strong candidate. Depletion of *Elf3* at the onset of MET severely impaired the progression to the epithelial state. This MET defect was explained, in part, by the absence of E-cadherin at the plasma membrane. Moreover, during MET, ELF3 interacts with the *Grhl3* promoter and activates its expression. Our findings present novel insights into the regulation of MET and reveal ELF3 as an indispensable guardian of the epithelial state. A better understanding of MET will, eventually, lead to better management of metastatic cancers.

## 1. Introduction

The epithelial to mesenchymal transition (EMT) and the mesenchymal to epithelial transition (MET) has been known to scientists for decades. They are crucial for a variety of biological processes such as embryogenesis, development, and wound healing [1,2,3], and their aberrant regulation has deleterious outcomes [1,4,5,6]. For example, tumor cells of epithelial origin can benefit from an EMT event and lose their adherent and polarized morphology and become motile and unpolarized [1,7]. These cells can now relocate and colonize sites in distant organs. To accomplish a metastatic status, relocated tumor cells need to undergo a MET event, after which, they would regain the polarized epithelial-like state, proliferate, and form secondary tumors [1,6,8]. 

Alongside the global changes in gene expression and cytoskeletal rearrangements, switching the expression of the adhesion molecules E-cadherin and N-cadherin is a hallmark of EMT and MET events [3,6,8,9,10]. The downregulation of E-cadherin is crucial for a successful EMT [10,11], which is accomplished by a group of transcription factors including but not limited to, *Snai1*, *Snai2*, *Zeb1*, and *Zeb2* [3,12], collectively dubbed ‘The EMT Inducers’. These transcription factors bind to several E-boxes in the promoter of *Cdh1* and cause the repression of E-cadherin expression [12,13,14,15]. The initiation of MET has been mostly explained as a result of the reduction of the levels of the EMT inducers [15,16]; however, MET is not merely the reverse process of EMT and is a fundamental program as well [2,17]. It involves a series of dynamic and tightly regulated events by either transcriptional and posttranscriptional mechanisms, in the center of which is the initiation and maintenance of *Cdh1* expression and the presence of E-cadherin at the plasma membrane [18], which are essential steps for proper entry to MET [10]. MET is primarily described as a loss of the expression of transcription factors such as *Snai1/2* and *Zeb1/2* and gaining epithelial-like features via the initiation of *Cdh1* and *Epcam* expression. Previous studies have shown that E-cadherin internalization and trafficking to and from the plasma membrane is crucial for maintaining epithelial dynamics [18,19] and controlling protein stability at the cell surface and cellular levels of the protein [15].

The hallmarks of transitions between epithelial and mesenchymal states include changes in the cadherin repertoire [20,21,22]. The *Cdh1* promoter alone, including all known E-box elements, is insufficient to confer a strict cell-type specificity [23]. In contrast, intron 2 carries sufficient information for proper E-cadherin expression [24]. Although the second intron has emerged as an essential regulator of *Cdh1* expression [23,24,25], very little is known about the molecular determinants controlling the transcriptional activity of the locus. Besides *Klf4* [26,27], Grainy head-like 2 (*Grhl2*), a mammalian homolog of Drosophila grainy head, was shown to control epithelial differentiation in several tissues [28,29,30] and during uretic bud formation by regulating E-cadherin via binding to an element in intron 2 [31].

Moreover, the GRHL3 transcription factor plays a fundamental role during the initiation of MET [25]. It activates the expression of *Hnf4α*, and together they cooperate to activate the expression of *Cdh1* through binding to enhancers in the second intron. Despite the abundance of publications on the regulation of *Cdh1* expression, there still exists limited knowledge on the transcription factors involved in the regulation of *Cdh1* expression. It is then plausible to assume that regulators of *Cdh1* transcription are de facto regulators of MET; thus, a better understanding of how *Cdh1* is transcriptionally regulated would shed light on the regulation of MET. 

To gain insights into this, we searched for novel regulators of MET and hypothesized that regulators of MET could be regulators of *Cdh1* transcription or at least have a strong correlation with its expression. Using an in silico approach, we first generated an epithelial-specific set of transcription factors with high correlation to *Cdh1* expression. Moreover, we used the normal murine mammary gland epithelial cells (NMuMG) that undergo a reversible EMT by transforming growth factor β (TGFβ) treatment and identified *Elf3* as a compelling regulator of MET and E-cadherin localization to the plasma membrane. Moreover, we provide evidence showing that ELF3 is a regulator of the transcription factor *Grhl3*.

## 2. Materials and Methods

### 2.1. Microarray Data Analysis and Correlation Study

Raw data (CEL files) of four gene expression datasets based on the GPL6246 platform (GSE130548, GSE77551, GSE55711, and GSE55072) were downloaded from the Gene Expression Omnibus database. Samples with distinct epithelial and mesenchymal states were selected for analysis. Datasets and samples included in the analysis are shown in Table S1. Data were RMA normalized using Bioconductor package oligo [32]. Normalized data were merged and transformed into z-scores using scale function in R [33]. The z-score transformation was performed both on the sample and on gene level [34]. Merged z-scores profile was used to evaluate spearman correlation between *Cdh1* and all other probe sets present in the expression profile. Differential expression analysis between epithelial and mesenchymal samples was performed using the Limma package [35] to retrieve log fold changes and p-values. Gene to probe set annotation was performed using the annotate package [33] and mogene10sttranscriptcluster.db annotation library [36]. List of mouse transcription factors was retrieved from Animal TFDB3.0 [37]. *Cdh1* correlation and differential expression profile of transcription factors were extracted from the performed analysis. The Ggplot2 package was used to draw the plots [38].

### 2.2. Cell Culture and Induction of EMT and MET

NMuMG (ATCC^®^ CRL-1636) cells were cultured in DMEM (11965092, Gibco, Waltham, MA, USA) supplemented with 10% fetal bovine serum (FBS, 10500064, Gibco), penicillin-streptomycin (10,000 U/mL, 15140122, Gibco), 1× MEM NEAA (1140035, Gibco), and 10 µg/mL insulin (19278-5 mL, Sigma, Munich, Germany). NMuMG cells were grown at 37 °C in a humid environment with 10% CO_2_. MEFs were isolated from C57BL/6J E13.5 embryos and cultured in DMEM supplemented with 10% fetal bovine serum, penicillin-streptomycin (10,000 U/mL), and 1× MEM NEAA. Cells were grown at 37 °C in a humid environment with 5% CO_2_. Keratinocytes were isolated from the back skin of P0 newborn mice as described previously [39], and cultured in Epidermal Keratinocyte Medium (CnT-07, CellnTec, Bern, Switzerland) containing penicillin-streptomycin (10,000 U/mL) and supplements A, B, and C (CellnTec, Bern, Switzerland). Cells were grown at 37 °C in a humid environment with 10% CO_2_. Manipulations using animals were approved by the Animal Care and Use Committee of Izmir Biomedicine and Genome Center (iBG, Izmir, Turkey). For EMT induction, cells were maintained in complete medium supplemented with five ng/mL TGFβ3 (100-36E, PeproTech, London, UK) for 72 h (labeled as TGFβ3). The induction of MET was initiated by TGFβ3 withdrawal and washing the plates twice with PBS and incubation for an additional 72 h in fresh medium (labeled PT as in Post-treatment). 

### 2.3. siRNA Knockdown and mRNA Expression Analysis

siRNAs against Elf3 were purchased from Qiagen for siElf3_2 and siEhf_1-4, and from Dharmacon for siElf3_10 and siElf3_12; sequences are available in Table S2. Cells were transfected with 50 nM siRNA using the Lipofectamine RNAi Max (13778150, Invitrogen, Waltham, MA USA) and collected 72 h later. Total RNA was isolated using the Nucleospin RNA II kit (740955.50, Macherey-Nagel, Düren, Germany) as recommended by the manufacturer. Total RNA (1 µg) was converted to cDNA using the Maxima First Strand cDNA Synthesis Kit (K1642, Thermo Scientific, Waltham, MA USA). cDNA was then diluted 1:20 and used for qPCR with the TaqMan™ Universal Master Mix II (4440040, Applied Biosystems, Waltham, MA USA) and Universal Probe Library probes (Roche, Basel, Switzerland). All qPCR data were normalized to the *Gapdh* gene. Primers and probes used are available in Table S3. Quantification was performed using the ΔΔCt method.

### 2.4. Luciferase Reporter Assays

Cells in 48-well plates were transfected with plasmid DNAs using Fugene HD transfection reagent (E2311, Promega, Madison, WI, USA). Transfection was carried out with 100 ng DNA containing five ng pRL-TK (Promega) to normalize for transfection efficiency. We normalized to equal molarity of the plasmid to use equivalent copies of the reporter plasmid. The total DNA content was complemented with promoter-less plasmid DNA. 20 ng of *Elf3* expression plasmid or empty vector (Mock) were transfected. Luciferase reporter activity was measured using Dual-Glo Luciferase Assay (E2940, Promega, Madison, WI, USA) in a Centro XS³ LB 960 luminometer (Berthold Technologies, Bad Wildbad, Germany). Firefly luciferase reporter values were normalized to those of the Renilla luciferase control. Fold induction was calculated relative to the values of the empty vector.

### 2.5. Expression and Reporter Vectors

The *Elf3* expression vector was prepared by amplifying the coding sequence of *Elf3* by PCR, adding restriction sites for *Bam*HI (5’) and *Eco*RI (3’). The PCR product was inserted into a modified version of pcDNA4/TO/Myc-His A (Invitrogen, Waltham, MA USA) containing a sequence coding for a 3× FLAG epitope between *Hin*dIII and *Bam*HI sites. The full sequence of the plasmid is available upon request.

The *Grhl3* promoter (1 kb; between −1 and −1000 bp relative to the transcription start site) was amplified by PCR in 25 µL reaction volume containing 1× PCR buffer, 1.5 mM MgCl_2_, 200 µM dNTP, 10 pmol of each primer (Table S4), 5% DMSO, 1 U of *Taq* DNA polymerase (2900242, 5 PRIME), and 50 ng of C57BL/6J mouse genomic DNA. Thermal cycler conditions were an initial denaturation step at 95 °C for 5 min, 30 cycles of 95 °C for 30 s, 60 °C for 30 s, and 72 °C for 30 s, followed by a final extension at 72 °C for 10 min. The amplified PCR products were subsequently inserted upstream of the luciferase reporter in pGL4.10 (Promega, Madison, WI, USA) using *Xho*I and *Hin*dIII restriction sites to produce the reporter plasmid named pGrhl3. The shorter versions of pGrhl3 were prepared by removing sequences flanked by *Xho*I/*Bsa*I for pGrhl3-XB, *Xho*I/*Psp*1406I for pGrhl3-XP and *Psp*1406I/*Hin*dIII for pGrhl3-PH.

### 2.6. Chromatin Immunoprecipitation (ChIP)

ChIP was performed as reported previously [40] with the following minor modifications. NMuMG cells were grown and treated in 10 cm plates. Following 10 min cross-linking and lysis, cell lysates were sonicated in the S220 focused-ultrasonicator (Covaris, Woburn, MA, USA) for 30 min (60 s on/60 s off; Peak Power: 140 W; Duty factor: 15; Cycles/burst: 200; water temperature: 4 °C). Immunoprecipitation was performed at 4 °C for 16 h using an antibody against ELF3/ESE-1 (NBP1-30873, Novus Biologicals, Centennial, CO, USA) and a rabbit control IgG (2729S, Cell Signaling, Danvers, MA, USA). Quantitative real-time PCR was performed using the TaqMan Universal master mix II and Universal Probe Library probes (Roche, Basel, Switzerland) and amplification was carried out in the ABI PRISM 7500 Fast qPCR System (Thermo Scientific, Waltham, MA USA) with primers and probes depicted in Table S5 at 95 °C for 15 min, 50 cycles of 95 °C for 15 s and 60 °C for 1 min. Data were normalized to the input and presented as percentage of input.

### 2.7. Immunofluorescence Labeling and Confocal Microscopy

Cells were washed with PBS and fixed with 4% formaldehyde (F8775, Sigma) for 10 min at room temperature, washed twice with PBS, and permeabilized with 0.25% Triton X-100 (T8787, Sigma) for 5 min. After washing twice with PBS, cells were incubated with primary antibodies in PBS with 5% BSA (1:200) for one hour at room temperature. Afterward, Alexa594-conjugated secondary antibody was applied for an additional one hour after washing in PBS. Nuclei were visualized with DAPI (1:1000, Invitrogen) and mounted with Prolong Diamond Antifade Mountant solution (P36962, Thermo Fisher Scientific, Waltham, MA USA). Confocal microscopy was carried out with an LSM 880 microscope equipped with ZEN software (Zeiss, Oberkochen, Germany). The antibodies used were anti-E-cadherin (610181, BD Bioscience, San Jose, CA, USA), Vimentin (11-254-C100, Exbio, Vestec, Czech Republic), Alexa Fluor™ 488 Phalloidin (A12379, Invitrogen), DAPI (Invitrogen), and Alexa Fluor 594 goat anti-mouse IgG (A-11005, Invitrogen, Waltham, MA USA)

### 2.8. SA-β-GAL Assay

NMuMG cells recovering from TGFβ3 were transfected with siCntrl or siElf3_10 as described before. Seventy-two hours later, the cells were washed with PBS, and SA-β-Gal activity was measured by a Senescence Detection Kit (K320, BioVision, Milpitas, CA, USA) according to the manufacturer’s instruction. As a positive control, Huh7 cells were used. Induction of senescence was performed with 100 nM Doxorubicin (Dox; A4361, Applichem, Darmstadt, Germany). Huh7 cells were grown in appropriate media containing Dox for three days and an additional six days after Dox withdrawal. The presence of senescent cells was detected using an Olympus CKX41 microscope equipped with a DP25 camera.

### 2.9. RT-PCR

Total RNA was isolated using the Nucleospin RNA II kit (Macherey-Nagel, Düren, Germany) as recommended by the manufacturer. Total RNA (1 µg) was converted to cDNA using the Maxima First Strand cDNA Synthesis Kit (Thermo Scientific, Waltham, MA USA). cDNA was then diluted 1:20 and 2 µL was used for PCR amplification of target genes in a 50 µl reaction containing 0.2 µM of forward and reverse primers (Table S6), 200 µM of dNTPs, 1 × Standard *Taq* (Mg-free) Reaction buffer, 1.5 mM MgCl_2_, and 1.25 units of *Taq* DNA polymerase (M0320S, New England Biolabs, Ipswich, MA, USA). PCR conditions were 95 °C for 5 min; 35 cycles of 95 °C for 30 s, 60 °C for 30 s and 72 °C for 1 min; 72 °C for 5 min. Amplified DNA was visualized by electrophoresis on a 2% agarose gel.

### 2.10. Fluorescence-Activated Cell Sorting (FACS)

TGFβ3 treated cells were prepared as described before. Cells (10 × 10^6^) were harvested, washed in FACS buffer (1 mM EDTA, 25mM HEPES and 1% FBS in PBS), and then stained with E-cadherin antibody (sc-8426, Santa Cruz Biotechnology, Dallas, TX, USA) and goat anti-mouse IgG (H + L) cross-adsorbed secondary antibody, Alexa Fluor 488 (A-11001, Thermo Fisher Scientific, Waltham, MA USA) for 30 min at 4 °C. Cells were washed with FACS buffer and stained with DAPI (final concentration: 0.1 µg/µL). Stained cells subsequently collected by BD FACSAria™ III and single E-cadherin-positive and E-cadherin-negative cells were collected in individual wells of a 96-well plate and allowed to grow into colonies.

### 2.11. Western Blot

NMuMG cells recovering from TGFβ3 were transfected with either siCntrl or siElf3_10 as described before. Seventy-two hours later, the cells were harvested and lysed in RIPA buffer. Protein concentration was determined by TaKaRa BCA Protein Assay Kit (T9300A, Takara, Kusatsu, Japan Protein samples were then diluted with Laemmli Sample buffer. After electrophoresis, proteins were transferred to a nitrocellulose membrane, blocked for 1 h in blotto (Tris-buffered saline containing 0.5% Tween 20 and 5% nonfat milk powder), and incubated with primary antibodies at 1:1000 dilution (Anti-E-cad: 610181, BD Biosciences and anti-ELF3: NBP1-30873, Novus Biologicals) overnight at 4 °C with shaking. Anti-GAPDH (sc-47724, Santa Cruz Biotechnology, Dallas, TX, USA) was used as a loading control. Proteins were detected with IRDye^®^ 800CW Goat anti-Mouse IgG and IRDye^®^ 680RD Goat anti-Mouse IgG (H + L) antibodies (LI-COR Biosciences, Lincoln, NE, USA) visualized on an Odyssey^®^ CLx Imaging System (LI-COR Biosciences, Lincoln, NE, USA).

### 2.12. Wound Healing Assay

For wound healing assay experiments, NMuMG cells recovering from TGFβ3 were transfected with either siCntrl or siElf3_10 as described before. Six hours later, cells were scratched with a sterile pipette tip and cultured for an additional 48 h. Microscopic evaluations in 24-h intervals were carried out using an Olympus CKX41 microscope equipped with a DP25 camera. Scratch width was determined by measuring the distance in pixels between the edges of the scratch in ImageJ. Several measurements were taken from each slide, and the average was calculated.

### 2.13. Statistical Analysis

Statistical significance was determined by performing the Student’s *t*-test using the normalized values of each test sample compared to the normalized value of the control, using a 95% confidence interval; *p*-values less than 0.05 were considered significant. For Figure S2A One Way ANOVA test was performed. Data are presented as the mean of at least three independent experiments, done in triplicates. Luciferase reporter assays and ChIP experiments were carried out at least three times, qPCR was performed in triplicates. Error bars represent standard error of the mean.

## 3. Results

### 3.1. The Transcription Factors Elf3 and Grhl3 Are Highly Correlated with the Epithelial State

Previously, we have reported that the transcription factor *Grhl3* is essential for the progression of MET and we showed that it is a crucial regulator of the cell adhesion molecule E-cadherin as well as the transcription factor *Hnf4α* [25]. In this study, we wanted to reveal other transcription factors essential for the progression of MET. We reasoned that the expression of such transcription factor(s) would correlate with that of *Cdh1*. To this end, we analyzed the expression profiles from several experimental microarray datasets originating from different and unrelated studies but contained distinct epithelial and mesenchymal samples. We had to apply some criteria to be unbiased in our selection, as the NCBI GEO database includes hundreds of examples. One of the data sets used here is an expression profile of primary keratinocytes and E13.5 MEFs previously produced in our lab (GSE130548 prepared with the Affymetrix MoGene-1_0-st chip (GEO platform GPL6246)). 

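RNA of primary keratinocytes, the main cells of the epidermis, isolated from the skin of newborn mice at postnatal day 0, and of mouse embryonic fibroblasts (MEFs) from E13.5 embryos was measured on 6 Affymetrix MoGene-1_0-st arrays. An array of this type reads each transcript with a set of short probes, and each probe set gives 1 signal per array. There were 3 arrays labelled keratinocytes and 3 labelled MEFs, each group numbered as biological replicates. The paper gives C57BL/6J as the strain of the MEFs, while the isolation protocol given with the samples names DR-4, a drug-resistant strain that lacks functional Hprt, as the strain desired, which need not be that of these MEFs. The authors deposited log2 values of 15648 probe sets. The methods state that arrays were RMA normalized with oligo, and the submitters' processing notes name oligo 1.46.0. RMA corrects the background, brings the arrays to 1 distribution and summarises the probes of each set. How the 15648 probe sets were chosen is not given in the sources used here. Of these, 11288 were paired with 1 gene symbol and entered a limma fit of the arrays labelled keratinocytes against those labelled MEFs, with Benjamini-Hochberg adjustment over these probe sets and an adjusted p under 0.05 as the threshold. A gene was represented by its brightest probe set, which gave 10261 genes. Elf3, Grhl1 and Ehf were not analysed here, because no probe set was named for them. Across probe sets, which are not independent replicates, Pearson's r lay between 0.976 and 0.982 for pairs of arrays labelled keratinocytes, between 0.986 and 0.990 for pairs labelled MEFs and between 0.721 and 0.740 across the groups. The median log2 signal was 6.19, 6.16 and 6.22 on the arrays labelled keratinocytes and 6.25, 6.30 and 6.31 on those labelled MEFs. A gene was taken as not above background in a group when, on each of its arrays, it lay at or under the 95th percentile of 10 olfactory receptor probe sets, which was 5.49 to 5.92 on the arrays labelled keratinocytes and 6.05 to 6.58 on those labelled MEFs. Against such a group a fold is a lower bound, computed from the bright group's mean over the dim group's mean of the background level or the gene's own signal, whichever was higher. No fold is given where both groups were below background or the bound came to less than 1. The background level is high: on replicates 1 and 3 labelled MEFs it was 6.53 and 6.58, above the array medians of 6.25 and 6.31. A gene not above it need not be silent. Epithelial genes such as Cdh1 and Krt5 were high on the arrays labelled MEFs, and mesenchymal genes such as Vim and Col1a1 on those labelled keratinocytes, so that each direction is given for the arrays as labelled. The number of arrays limits the precision of each value.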

Since we wanted to compare epithelial and mesenchymal samples across different studies, using samples coming from the same platform would make the analyses relatively comparable. Second, the selected study should contain both epithelial and mesenchymal samples. The distinction between epithelial and mesenchymal phenotypes within the same study was made based on the expression of *Cdh1*, *Epcam*, *Fn1*, and *Vim* genes. In addition to our dataset (six samples), we were able to identify three datasets (GSE77551, GSE55711, and GSE55072) with 14 samples, ending up with a total of 20 samples.

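On the deposited arrays, Cdh1, which encodes the adherens junction protein E-cadherin, had a log2 signal of 8.65 ± 0.07 (SD, n = 3) on the arrays labelled MEFs and of 2.92 ± 0.66 (SD, n = 3) on those labelled keratinocytes, where it was not above background. It was at least 7.71-fold higher on the arrays labelled MEFs (adjusted p = 4.03e-07 from limma). Epcam, an epithelial adhesion molecule, stood at 8.64 ± 0.25 on the arrays labelled MEFs and at 1.90 ± 0.34 on those labelled keratinocytes, at least 7.65-fold lower on the latter (adjusted p = 1.66e-08 from limma). Fn1, which encodes the matrix protein fibronectin, was 8.41-fold higher on the arrays labelled keratinocytes, with 12.16 ± 0.01 against 9.09 ± 0.07 (adjusted p = 1.63e-08 from limma). Vim, which encodes the intermediate filament protein vimentin, was at least 48.1-fold higher there, with 11.97 ± 0.05 against 3.84 ± 0.07 (adjusted p = 7.89e-10 from limma). For each of the 4 genes the 3 arrays of one group lay above the 3 of the other (exact two-sided permutation test, p = 0.1, the smallest p that 3 arrays against 3 allow). All 4 directions run against the cell type labels of the arrays.
Gene groups fixed in advance ran the same way as these 4 genes. Some measured members were above background on no array: 3 junction, 2 desmosome, 1 basal keratinocyte and 2 epidermal differentiation genes. With probe sets below the median left out, the counts given next fell to 4 junction, 4 desmosome and 2 epidermal differentiation genes. With those not above the olfactory background left out, 7 junction and 5 epidermal differentiation genes remained. Such filtering also left out Cdh1, Epcam and Dsg3, which were bright in 1 group. Of 11 measured genes of adherens and tight junctions, Cdh1 and Epcam among them, 11 were higher on the arrays labelled MEFs (11 adjusted over the list alone), with the tight junction gene Cldn1 at 9.34 ± 0.05 against 2.99 ± 0.38 (camera adjusted p = 4.75e-05; adjusted p = 0.060 with an estimated correlation). The 10 measured desmosome genes were higher there too (10 adjusted over the list alone), and the desmosomal cadherin Dsg3 stood at 10.31 ± 0.03 against 1.41 ± 0.23 (camera adjusted p = 1.62e-05; adjusted p = 0.060 with an estimated correlation). Of 9 genes of basal keratinocytes, 9 were higher on the arrays labelled MEFs (9 adjusted over the list alone), where the basal keratins Krt5 and Krt14 were at least 108-fold and 87.8-fold higher (camera adjusted p = 4.75e-05; adjusted p = 0.060 with an estimated correlation). Of 9 measured genes of epidermal differentiation, 8 were higher on the arrays labelled MEFs (8 adjusted over the list alone), among them Krtdap, at least 11.9-fold, and Cnfn did not pass (camera adjusted p = 4.69e-04; adjusted p = 0.060 with an estimated correlation). Of 9 measured hemidesmosome and basement membrane genes, 8 were higher on the arrays labelled MEFs (8 adjusted over the list alone), with the hemidesmosomal collagen Col17a1 at least 25.3-fold higher, and Dst, which encodes a cytoskeletal linker, was 1.56-fold higher on those labelled keratinocytes (camera adjusted p = 7.33e-04; adjusted p = 0.11 with an estimated correlation).
In the other direction, 17 of 17 measured genes of fibrillar collagens and matrix were higher on the arrays labelled keratinocytes (17 adjusted over the list alone), with Col1a1 at least 73.2-fold and the collagen cross-linking enzyme Lox at least 25.4-fold higher (camera adjusted p = 1.38e-11; adjusted p = 0.060 with an estimated correlation). Of 11 measured fibroblast and mesenchymal markers, 10 were higher there (10 adjusted over the list alone), with Pdgfrb, a growth factor receptor of mesenchymal cells, at least 11.9-fold and the actin-binding protein gene Tagln at least 17.8-fold higher (camera adjusted p = 2.34e-06; adjusted p = 0.060 with an estimated correlation). The exception was Cdh2, which encodes N-cadherin and was 1.25-fold higher on the arrays labelled MEFs, with 8.21 ± 0.06 against 7.89 ± 0.06 (adjusted p = 0.0102 from limma). Some markers of other cell types moved with the matrix genes. Of the measured ones, 3 of 3 skeletal muscle and 4 of 5 cartilage markers were higher on the arrays labelled keratinocytes. The cartilage collagen gene Col2a1 stood at 8.68 ± 0.10 against 5.06 ± 0.11. Of the cartilage markers, 2 were above background on no array, and the muscle gene Des was above it on 1. With probe sets below the median left out, 2 cartilage and 0 muscle markers remained. The macrophage gene Cd68 and the endothelial gene Kdr, the latter above background on no array, were higher on the arrays labelled MEFs.

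**Figure D1:**
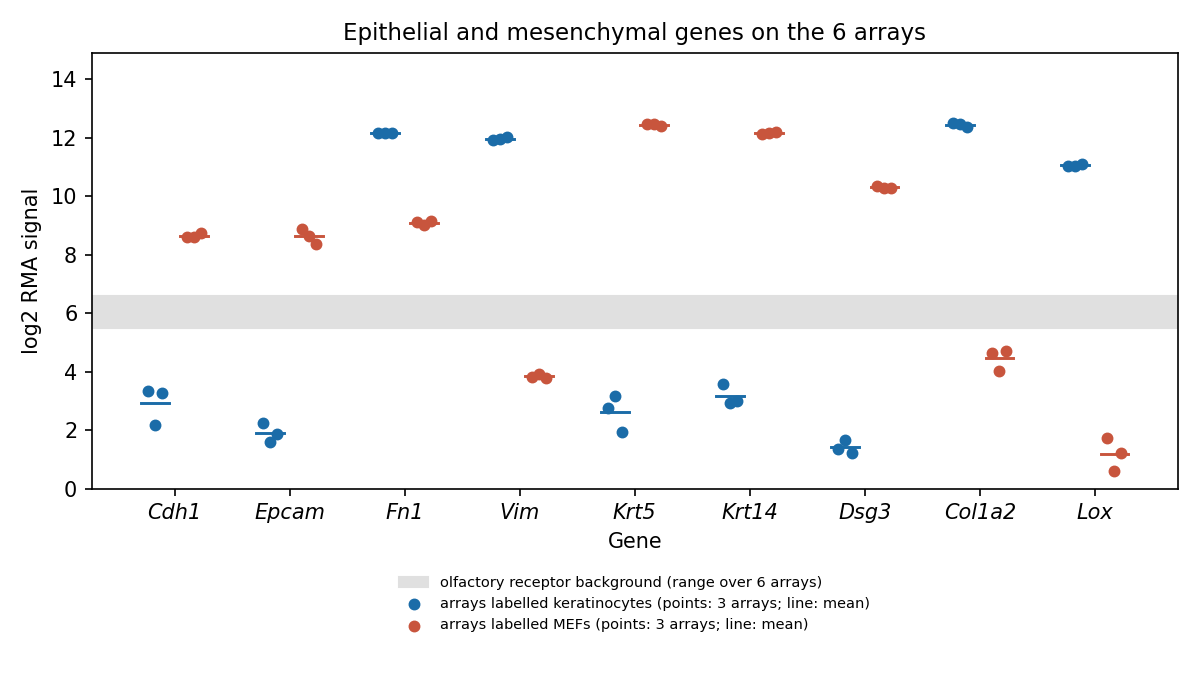
Log2 RMA signal (vertical axis) of Cdh1, Epcam, Fn1, Vim, Krt5, Krt14, Dsg3, Col1a2 and Lox on the 3 arrays labelled keratinocytes (blue) and the 3 labelled MEFs (red), with each point an array, each line a group mean and the grey band the range of the olfactory receptor background over the 6 arrays. Cdh1, Epcam, Krt5, Krt14 and Dsg3 lie above the band on the arrays labelled MEFs and below it on the others, Vim, Col1a2 and Lox the other way round, and Fn1 lies above it on all 6 arrays.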

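Of 7 measured transcription factors that the paper names as epithelial, 6 were higher on the arrays labelled MEFs, the arrays with high Cdh1, and 1 did not pass (6 adjusted over the list alone). Grhl2, a grainyhead factor, rose above background only on the arrays labelled MEFs, with a log2 signal of 7.17 ± 0.05 (SD, n = 3) against 2.18 ± 0.09 (SD, n = 3), at least 2.77-fold higher (adjusted p = 2.58e-09 from limma). Zfp750, a zinc finger factor of epidermal differentiation, stood at 4.89 ± 0.06 on the arrays labelled MEFs and at 2.70 ± 0.28 on those labelled keratinocytes (adjusted p = 2.18e-06 from limma). Sp6 stood at 4.42 ± 0.20 and 2.24 ± 0.15 (adjusted p = 1.32e-06 from limma), Tfcp2l1 at 4.06 ± 0.20 and 2.60 ± 0.42 (adjusted p = 2.60e-04 from limma), Ovol2 at 4.88 ± 0.04 and 4.02 ± 0.23 (adjusted p = 3.23e-04 from limma) and Grhl3 at 4.04 ± 0.03 and 3.18 ± 0.32 (adjusted p = 1.04e-03 from limma), in the same order of groups. These 5 genes passed the test and their groups did not overlap, but they were not above background on any array, so no fold is given. That does not show that they were not expressed, because the background level is high. Casz1 did not pass: its brighter probe set stood at 4.03 ± 0.08 on the arrays labelled MEFs and 4.10 ± 0.11 on those labelled keratinocytes (adjusted p = 0.497 from limma). Its other probe set stood at 4.14 ± 0.12 and 3.35 ± 0.21 (adjusted p = 6.21e-04 from limma), and with the mean of both, Casz1 was higher on the arrays labelled MEFs (adjusted p = 0.0150 from limma).
The 4 factors named as mesenchymal were all higher on the arrays labelled keratinocytes (4 adjusted over the list alone). Zeb1 stood at 7.90 ± 0.20 against 2.27 ± 0.49, at least 2.86-fold higher (adjusted p = 1.32e-07 from limma). Snai1 was at least 3.89-fold higher, with 8.34 ± 0.19 against 4.81 ± 0.22 (adjusted p = 1.21e-07 from limma), and Twist2 at least 2.67-fold, with 7.81 ± 0.13 against 3.63 ± 0.24 (adjusted p = 4.01e-08 from limma). Zeb2 stood at 6.28 ± 0.25 against 1.87 ± 0.22 (adjusted p = 6.25e-08 from limma). By camera, the list of epithelial factors was higher on the arrays labelled MEFs (adjusted p = 0.0122; adjusted p = 0.092 with an estimated correlation) and the list of mesenchymal factors on those labelled keratinocytes (adjusted p = 1.26e-03; adjusted p = 0.060 with an estimated correlation). The study chose both lists partly on these arrays, so their counts are not independent evidence of a direction. With probe sets that were not above background on at least 3 arrays left out, 1 of the epithelial factors, Grhl2, still passed, and with the dimmest 25% or those below the median left out, 0 did. Grhl2 passed in each setting in which it was tested, so in the latter settings it was left out, although bright on the arrays labelled MEFs. No correlation with Cdh1 is given, because over the 6 arrays it would reflect their 2 clusters and each cluster holds 3 arrays.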

Correlation analysis of Z-score derived from 4 datasets revealed that the transcription factors *Casz1*, *Zfp750*, *Elf3*, *Sp6*, and *Grhl3* as highly correlated with *Cdh1* gene and highly expressed in the epithelial phenotype (Figure 1A), while transcription factors such as *Zeb1*, *Zeb2*, *Snai1*, and *Twist2* were found overexpressed in the mesenchymal phenotype. Top positively and negatively correlated genes are shown in Figure 1B. Genes highly correlated with *Cdh1* were indeed associated with upregulation in epithelial cell type as indicated by positive fold change, on the other hand, negatively correlated genes elevated in mesenchymal phenotype elicited by negative log fold change.

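Of the 25 factors shown as epithelial in Figure 1B, 17 were measured, and 15 of them were higher on the arrays labelled MEFs, where Cdh1 was high. Of the 17, 9 were above background on no array, and the count fell to between 5 and 7 with filters on dim probe sets and to 8 with a minimum log2 difference of 1. Beyond the factors already named, these included the vitamin D receptor gene Vdr, with a log2 signal of 7.93 ± 0.05 (SD, n = 3) against 5.08 ± 0.23 (SD, n = 3) on the arrays labelled keratinocytes, at least 4.71-fold higher (adjusted p = 2.14e-07 from limma). Tfap2a, a factor of the surface ectoderm, was at least 3.15-fold higher (adjusted p = 5.66e-08 from limma) and Elf1, an ETS factor like Elf3, was 2.66-fold higher, with 7.71 ± 0.12 against 6.30 ± 0.08 (adjusted p = 4.09e-06 from limma). Camta1 went the other way with its brighter probe set, at 7.88 ± 0.16 on the arrays labelled keratinocytes and 7.38 ± 0.07 on those labelled MEFs (adjusted p = 3.09e-03 from limma). Its other probe set was lower on the arrays labelled keratinocytes, with 2.42 ± 0.09 against 4.65 ± 0.15 (adjusted p = 3.72e-07 from limma), and the mean of both was lower there as well. The remaining factor that did not pass was Casz1.
Of the 25 factors shown as mesenchymal, 24 were measured, 22 were higher on the arrays labelled keratinocytes, where Cdh1 was low, and 2, Gon4l and Nkx3-2, did not pass. Of the 24, 3 were above background on no array, and the count fell to 10 with probe sets below the median left out and to 12 with a minimum log2 difference of 1. Prrx1, a homeobox factor of limb and craniofacial mesenchyme, stood at 9.74 ± 0.11 against 2.65 ± 0.61, at least 10.2-fold higher (adjusted p = 7.73e-08 from limma), and Ebf1 was at least 2.14-fold higher (adjusted p = 6.38e-09 from limma). The names were read from the figure, and the study chose them partly on these arrays, so these counts are not independent evidence of a direction.
Over all 10261 genes, 3371 were higher on the arrays labelled keratinocytes, 4278 were higher on those labelled MEFs and 2612 did not pass. Of these, 1442 and 1476 differed by at least 2-fold as measured, without a correction for background. Which direction had more genes depended on scaling: with median centring, 3801 were higher on the arrays labelled keratinocytes and 3733 on those labelled MEFs, 1592 and 1285 at 2-fold. Among genes whose groups did not overlap, the largest differences as measured were, on the arrays labelled keratinocytes, those of Lox, Postn, Bgn, Fstl1, Aspn, Ccdc80, Igfbp5, Vim, Col1a2 and Ogn, with Lox, Postn and Col1a2 from the list of collagens and matrix. On the arrays labelled MEFs they were those of Dsc3, Krt5, Krt6a, Krt14, Dsg3, Serpinb10, Serpinb5, Krt17, Ces2g and Dsp, with Dsc3, Dsg3 and Dsp from the list of desmosomes and Krt5 and Krt14 from that of basal keratinocytes. Each of these genes was not above background in the group where it was low, so this order rests on signals under background and is not an order of folds. The groups did not overlap for 78.4% of genes, where chance gives 10%. Of the 7649 genes past the threshold, 1803 were not above background on any array. From the sign of the fold change, the paper states that factors correlated with Cdh1 go with upregulation in the epithelial cell type and the negatively correlated ones with the mesenchymal phenotype.

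**Figure D2:**
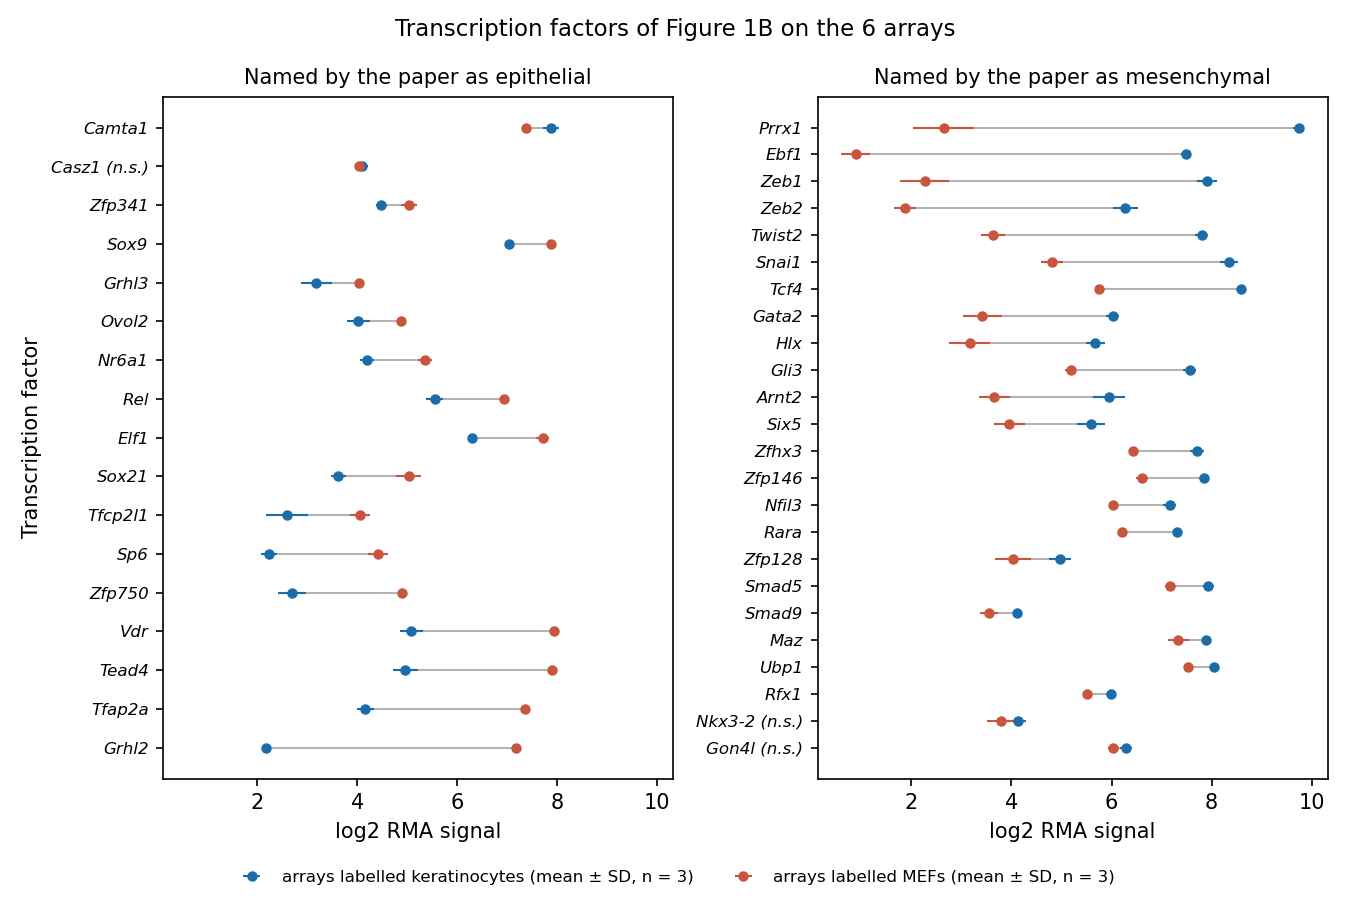
Log2 RMA signal (horizontal axis) of the measured transcription factors of Figure 1B, those named as epithelial on the left and as mesenchymal on the right, with points and bars for the mean and SD of 3 arrays labelled keratinocytes (blue) and 3 labelled MEFs (red), and n.s. for genes not past the threshold. On the left, 15 of 17 factors are higher on the arrays labelled MEFs, and on the right, 22 of 24 are higher on those labelled keratinocytes.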

### 3.2. Elf3 Is Essential for MET

To establish the relevance of the highly correlated transcription factors to MET, we utilized NMuMG cells (an established murine model for the study of EMT and MET). These cells will gain a mesenchymal phenotype once treated with TGFβ for three days, and after TGFβ withdrawal, the cells will revert to the epithelial phenotype in three days (MET). We first analyzed the expression levels of the top correlated genes in NMuMG cells by RT-PCR (Figure S1A). While *Casz1* and *Zfp750* were barely detectable in NMuMG cells (only detectable when 20 times more cDNA was used), *Elf3* had comparably higher RNA levels, and thus was selected for further analyses. We used siRNA mediated silencing of candidate genes at the onset of MET in NMuMG cells and followed the progression of MET both morphologically as well as by expression levels of epithelial and mesenchymal defining genes.

We first validated MET in NMuMG cells by single-cell sorting of cells treated with TGFβ for three days, as well as seeding TGFβ treated cells at a very low density (single-cell cloning) to rule out the possibility that remaining epithelial cells within a mesenchymal population could take over due to their faster proliferation rate rather than an actual MET (Figure S1B). As a result, we were able to confirm that single mesenchymal cells were able to form colonies of epithelial cells after the withdrawal of TGFβ. Then, we examined the expression pattern of *Elf3* in NMuMG cells during the progression of EMT and MET. We have noticed that unlike the *Cdh1* expression pattern, *Elf3* RNA levels were relatively stable (Figure S1C). We then used several siRNAs targeting *Elf3* and validated their knockdown efficiency in NMuMG cells by measuring *Elf3* RNA levels. As a result, we noticed that all siRNAs used produced a similar phenotype with varying yet substantial knockdown efficiencies (Figure S2A). In cells transfected with nontargeting siRNA, we did not notice any morphological changes; on the other hand, *Elf3* targeting siRNAs caused a failure of MET evident by the enlarged and flattened cell morphology (Figure S2B). Confocal images of siElf3 transfected cells revealed oversized cells, with actin present as stress fibers, absence of E-cadherin at the plasma membrane, and an increased Vimentin expression (Figure 2). These results confirmed the MET failure and suggested that this aberrant MET was, in part, due to the absence of E-cadherin from the plasma membrane.

The enlarged cellular morphology was reminiscent of senescent cells, but we could not confirm this using the very well-established SA-β-Gal staining method (Figure S2C), suggesting a different cause for the enlarged cells. We wanted to confirm these observations by studying RNA expression levels of genes relevant to the EMT and MET programs. We selected *Ahr*, *Cebpα*, *Ovol2*, *Exosc9*, and *Ehf* for their potential involvement in the process of maintaining epithelial integrity, regulating the dynamic switch between epithelial and mesenchymal states, and key roles in metastasis [41,42,43,44,45]. NMuMG cells undergoing MET were transfected with different siRNAs targeting *Elf3*, and gene expression levels were evaluated by qPCR analysis. There was a significant downregulation of several transcription factors such as *Ahr*, *Cebpα*, *Ehf*, and *Ovol2* (Figure 3A).

On the other hand, the expression levels of some mesenchymal markers showed an evident increase in the absence of *Elf3*; we noticed a significant increase in the classical EMT inducers such as *Snai1/2* and *Zeb2* (Figure 3B), which was accompanied by an increased expression of *Cdh2* and *Fn1* (Figure 3B). In agreement with the data in Figure 2, RNA and protein levels of E-cadherin after *Elf3* depletion were comparable to those of control cells, which can complete the MET transition (Figure 3A,C). These results confirmed once more the MET failure, with a restricted appearance of the cells in a morphology reminiscent of sustained EMT. This mesenchymal state was also confirmed by the increased migratory capacity of *Elf3* depleted cells. We observed a five-fold increased migration as compared to control cells in wound healing assay (Figure 3D and Figure S3A). The observed impact on MET is not a typical feature of the depletion of transcription factors with a strong correlation with the epithelial phenotype. We affirmed this by using siRNAs targeting *Ehf*, another transcription factor from the Ets family, which is also found among the top 25 genes correlated with the epithelial phenotype. We found that the siRNA mediated depletion of *Ehf* did not affect MET progression nor the *Cdh1* RNA levels (Figure S3B,C, respectively).

### 3.3. Elf3 Regulates the Expression of Grhl3

The results from Figure 3 revealed the effect of *Elf3* silencing on genes previously associated with epithelial integrity or EMT. We also wanted to study the influence of *Elf3* depletion on the genes highly correlated with the epithelial phenotype. For this, we examined the expression of the top 10 correlated genes from Figure 1 after *Elf3* silencing at the onset of MET. We noticed a significant downregulation of *Grhl3* expression and a modest downregulation of *Tfcp2l1* (Figure 4A). We were intrigued by the appearance of *Grhl3* in the top 5 genes correlated with *Cdh1* as well as its downregulation in response to *Elf3* silencing because of its importance in MET regulation [25]. For this reason, we measured z-scores for transcription factors correlated with *Grhl3*, and we observed that it also correlates with genes having the highest correlation with the epithelial phenotype, such as *Casz1* and *Elf3* (Figure S4A). 

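On the 6 deposited arrays, Grhl3 had log2 signals of 3.37, 3.36 and 2.82 on the arrays labelled keratinocytes and of 4.05, 4.06 and 4.01 on those labelled MEFs. The brighter probe set of Casz1 had signals of 4.12, 4.21 and 3.99 on the arrays labelled keratinocytes and of 4.08, 3.94 and 4.06 on those labelled MEFs, and its other probe set 3.42, 3.52 and 3.12 and 4.03, 4.13 and 4.27. None of these values was above the olfactory receptor background of its array. No correlation between Grhl3 and Casz1 is given, because over the 6 arrays it would reflect their 2 clusters and each cluster holds 3 arrays, and Elf3 was not analysed here.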

We analyzed the bilateral correlation between *Elf3* and *Grhl3* in the datasets from Figure 1 and found a high correlation of 0.84, *p*-value < 2.22 × 10^−16^ (Figure S4B). We studied changes in *Grhl3* RNA levels after modulating *Elf3* expression in other cellular models and found that in primary keratinocytes, for example, *Grhl3* was significantly down-regulated upon *Elf3* depletion by siRNAs (Figure 4B). Also, the overexpression of ELF3 in primary MEFs was effective in increasing the RNA levels of *Grhl3* (Figure 4C), suggesting a potential transcriptional regulatory relationship between the two genes.

### 3.4. The Transcription Factor Elf3 Activates the Promoter of Grhl3

To address the potential transcriptional regulatory relationship between ELF3 and *Grhl3*, we analyzed the promoter region of *Grhl3* (1 kb proximal to TSS) for conserved sequences and ELF3 binding sites. The promoter of *Grhl3* was analyzed for conservation using the genome vista tools and aligned to several mammalian species. We were able to identify three conserved sequences from Mouse/Human and Mouse/Chimp alignments, and two conserved sequences from Mouse/Rhesus, Mouse/Cow, and Mouse/Dog alignments (Figure S5A). The sequence of the proximal promoter region is presented in Figure 5A, and some promoter elements are highlighted, the Sp1 site appeared conserved in all comparisons (Figure S5B). We identified a total of 17 ELF3 binding sites in the 1 kb region of *Grhl3* promoter (green nucleotides in Figure 5A). This 1 kb sequence was then cloned in the pGL4.10 vector to measure the reporter activity in response to ELF3 induction (Figure 5B). NMuMG cells were transfected with various extents of the promoter sequence; we observed that the *Grhl3* promoter retained its activity in the absence of CNS2 and 3 but required the presence of CNS1 together with the TATA and Sp1 elements (Figure 5B). Although the functionality of the TATA box per se cannot be deduced from these experiments, the presence of other crucial promoter elements cannot be ruled out

Moreover, we found that ELF3 expression was sufficient to upregulate the reporter activity. The activation of the *Grhl3* promoter by ELF3 was not confined to in vitro assays, as we were able to detect a significant enrichment of ELF3 at the *Grhl3* promoter in cells undergoing MET (Figure 5C). Of the 17 ELF3 binding sites in the *Grhl3* promoter, six were present in the first conserved sequence (CNS1: 210 bp upstream of TSS), four of which were found conserved among different mammalian species (Figure 5D and Figure S5D). The binding of ELF3 at the *Grhl3* promoter was confined to CNS1 during MET; we were not able to detect similar binding using primers outside of this conserved sequence (Figure S5C).

## 4. Discussion

The expression of the adhesion molecule E-cadherin is indispensable for the epithelial state, and its regulation is tightly and dynamically controlled during several developmental and physiological processes, during which EMT and MET programs alternate, and is characterized by the switching of cadherin gene expression. Positive regulation of *Cdh1* expression is a limiting factor for an efficient MET, suggesting that regulators of *Cdh1* are in fact regulators of MET and the epithelial state. Here, by using in silico methods and comparing several datasets with distinct epithelial and mesenchymal phenotypes, we defined an epithelial-specific set of transcription factors based on their correlation with *Cdh1* expression. We identified several transcription factors with high correlation with the epithelial phenotype, such as *Elf3*, *Grhl3*, and *Ovol2*. 

*Elf3*, a member of the Ets family of transcription factors, appeared to be essential for proper MET progression, and its depletion caused a severe MET defect marked by the absence of E-cadherin from the plasma membrane and also the downregulation of several epithelial genes in particular *Grhl3*. Closer examination of the relationship between *Elf3* and *Grhl3* led us to identify ELF3 as a regulator of *Grhl3* expression. ELF3 was able to activate the *Grhl3* promoter in reporter assays, and this was further verified as ELF3 was found to be present at the promoter of Grhl3 in cells undergoing MET.

The Ets family of transcription factors is one of the largest families of transcription factors, consisting of ~30 members (27 in humans and 26 in mice) that can be expressed both ubiquitously and in a tissue-specific manner [46,47]. Ets transcription factors are characterized by conserved winged helix–turn–helix DNA binding domains called ETS domain that binds a typical DNA sequence 5′-GGA(A/T)-3′ [46,48,49]. Members of this family are trans-acting phosphoproteins [50] that can act as upstream and downstream effectors of most signaling pathways, including MAP kinases, Erk1/2, p38, and JNK [51], thus playing crucial roles in a wide variety of biological processes such as differentiation, development, proliferation, apoptosis, tissue remodeling and the epithelial to mesenchymal transition with a suggested involvement in the mesenchymal to epithelial transition [52,53,54,55,56]. 

The E74-like transcription factor-3 *Elf3* (also known as ESX, ESE-1, ERT, and JEN), which was first described by Oettgen and colleagues in 1997 [57], is the main Ets transcription factor which is expressed ubiquitously by epithelial-rich tissues, such as stomach, pancreas, uterus, colon, kidney, lung, mammary gland, and skin [58,59]. The observed expression of *Elf3* in our EMT/MET model (Figure S1C) was not restricted to the epithelial states (Vehicle and PT) as for *Cdh1*, but also detected in the mesenchymal cells. While this is contradictory to the high correlation scores between *Elf3* and *Cdh1* in Figure 1, it could be explained by a context-dependent expression of *Elf3* in mesenchymal cells since previous reports indicated that it could also be induced in nonepithelial cells by the proinflammatory cytokines TNF-α and IL-1β [50,60]. This context-dependent expression of *Elf3* could also imply a context-dependent function of ELF3, the interaction of ELF3 with the *Grhl3* promoter was only detectable during MET, but not in mesenchymal cells.

Besides the critical roles of ELF3 in epithelial cell differentiation, gut development, inflammation, and apoptosis, it is also essential for the pathophysiology of cancer epithelial cells such as in breast, lung and prostate cancers [61,62,63,64]. It was demonstrated that ELF3 both activates the type II TGFβ receptor gene (*TβR-II*) in epithelial cells and binds *TβR-II* promoter in vivo [65]. For instance, ELF3 controls intestinal epithelial differentiation during development by altering the expression pattern of TβR-II [66]. ELF3 was also recently identified as a candidate transcriptional regulator involved in human urothelial cytodifferentiation together with GRHL3; its depletion in urothelial cells result in a declined expression of some transcription factors such as FOXA1 and GRHL3, which are known to be involved in urothelial differentiation [67]. It was reported that IRF6 and GRHL3 function downstream of RIPK4 to promote *ELF3* gene expression in keratinocytes [68], and considering the data presented here, it is plausible to hypothesize a positive feedback regulatory circuit involving *Grhl3* and *Elf3*. A recent publication also revealed that ZEB1 and ELF3 transcriptionally regulate *IRF6* [69].

The role of *Elf3* was also indicated in animal models. *Elf3* knockout results in embryonic lethality in ~30% of mice models at E11.5. Born *Elf3*^−/−^ mice develop a wasted phenotype characterized by watery diarrhea, lethargy, and malnourishment [66].

The studies mentioned above accentuated the importance of ELF3 in epithelial cells; this is in agreement with the findings presented here; *Elf3* tops the highly correlated transcription factors with the epithelial phenotype. The fact that *Grhl3* was also among the first factors correlated with the epithelial phenotype was not surprising; it holds a critical role in MET [25]. The close association between *Elf3* and *Grhl3* was reported in earlier studies [67], and hence, we deduced their regulatory relationship. The transcriptional relationship between *Elf3* and *Grhl3* was not limited to NMuMG cells since results obtained from MEFs and keratinocytes provided compelling proof. 

Similar to the loss of *Grhl3*, loss of *Elf3* during MET failed the epithelial transition. However, unlike *Grhl3*, lack of which resulted in downregulation of *Cdh1*, *Elf3* depletion did not cause a reduction in *Cdh1* mRNA or its protein levels. Instead, E-cadherin was absent from the plasma membrane, which is a significant obstacle preventing MET progression favoring a mesenchymal phenotype. The implications of a deregulated E-cadherin expression as well as its absence from the plasma membrane have been described before. Analysis of tumor samples suggested that aberrant expression of E-cadherin (or no expression) significantly correlates with poor prognosis and promoted metastasis [70,71,72]. However, the association of *Elf3* with an aberrant E-cadherin expression is a new finding but with comparable observations from Drosophila. The Drosophila aop (anterior open, also named Yan) and Eip74EF (Ecdysone-induced protein 74EF) are two genes found in the FlyBase [73] as orthologs for several mammalian Ets transcription factors, such as *Elf3*, *Ehf*, and *Elf5*. In particular, aop was reported to control the border cell migration in the Drosophila egg chamber by altering shg (DE-Cad) expression and its localization [74]. Therefore, a dramatic level of evolutionary conservation of the *Elf3* function cannot be ruled out. 

In Drosophila, grainy head (grh) is driving postembryonic neuroblast function and proliferation by promoting DE-cadherin expression [18,75]. This transcriptional relationship between grh and shg is conserved; the mouse orthologs of grh, GRHL2, and GRHL3 have been reported to regulate the transcription of *Cdh1* in mouse cells [25,31]. Interspecies functional conservation would then infer conserved regulation; this, in turn, would suggest conserved *cis*-regulatory elements, such as enhancers. Several reports have indicated that interspecies genome comparisons of non-coding DNA sequences could lead to correct predictions of regulatory sequences [25,40,76,77]. The presence of several conserved ELF3 binding sites in the promoter of *Grhl3* together with the experimental evidence on the regulatory effect of ELF3 on *Grhl3* is in support of the statement mentioned above.

Although the ETS transcription factors have a novel role in various diseases, the function of these transcription factors, particularly in cancer remains largely unclear. ELF3 depletion during MET was not limited to the aberrant expression of *Cdh1*; our data confirmed the role of ELF3 as a regulator of epithelial identity, reflected by the dramatic changes in the expression of selected EMT and MET relevant genes. The ligand-activated transcription factor Aryl hydrocarbon receptor (*Ahr*) promotes EMT and metastasis via its ligands l-kynurenine (l-Kyn) and d-kynurenine (d-Kyn) [45,78]. *EHF* has a regulatory function in epithelial cell differentiation and gaining stem cell-like properties via EMT [41]. The elevated expression of *EHF/ESE-3* is associated with poor clinical outcomes and increased recurrence [41,79].

Cellular plasticity is another big puzzle during EMT/MET phenotypic switches. Numerous studies have shown that the expression levels of EMT inducers are linked to cell plasticity and stem cell phenotypes. There is no doubt that the dynamic nature of EMT/MET transitions is highly regulated by other transcription factors which can influence known master EMT regulators. Multilevel regulation of some transcription factors defines a harmonic balance between epithelial plasticity and stability in a context-dependent manner. *OVOL2* was recently revealed as a transcriptional repressor of EMT through downregulating *ZEB1* and *TWIST* in various cancer types such as in lung, breast, and colorectal cancers [44,80,81]. In a recent report, OVOL2 was identified as a MET inducing transcription factor in fibroblasts, which also enhanced the reprogramming of dermal fibroblasts into keratinocyte-like cell state [82]. In this report *OVOL2* was identified following a comprehensive screening approach for transcription factors correlated with *CDH1* in a large number of expression datasets. In support of our findings, it was interesting to find that besides *Elf3* and *Ovol2*, similar transcription factors were also common between the two studies and present among the top correlated genes, such as *Grhl3*, *Irf6*, *Grhl2*, *Grhl1*, and *Ehf*, suggesting a conserved function of these transcription factors in EMT and MET regardless of the organism or cell type studied.

Considering the importance of EMT/MET during development and cancer, a better understanding of these fundamental processes will lead to a better comprehension of the common players in physiological and pathological contexts. In a recent study, *Elf5* emerged as a lineage regulator of mammary gland development and as an inhibitor of EMT in breast cancer via repressing Snail2/Slug [83]. Similarly, *Ovol2* was identified as an indispensable guardian of the epithelial differentiation besides its EMT suppressing ability [84]. Our findings present novel insights into the regulation of MET and seek to emphasize the remarkable role of *Elf3* as a transcriptional gatekeeper of epithelial state. It is also not surprising that physiological and pathological EMT share common attributes in terms of transcriptional regulators. Altogether, our findings provide a broader perspective for the management of metastatic cancers.

In conclusion, we provided compelling evidence for the involvement of ELF3 in the regulation of MET by altering the localization of E-cadherin. Moreover, ELF3 regulates the expression of *Grhl3* by binding to conserved sequences in its promoter. Loss of *Elf3* prevented the MET initiation and preserved the mesenchymal state. Further studies are needed to establish the mechanistic relevance of these findings as well as their relevance to possible functions of *Elf3* in the progression of metastasis.

## Figures and Tables

**Figure 1:**
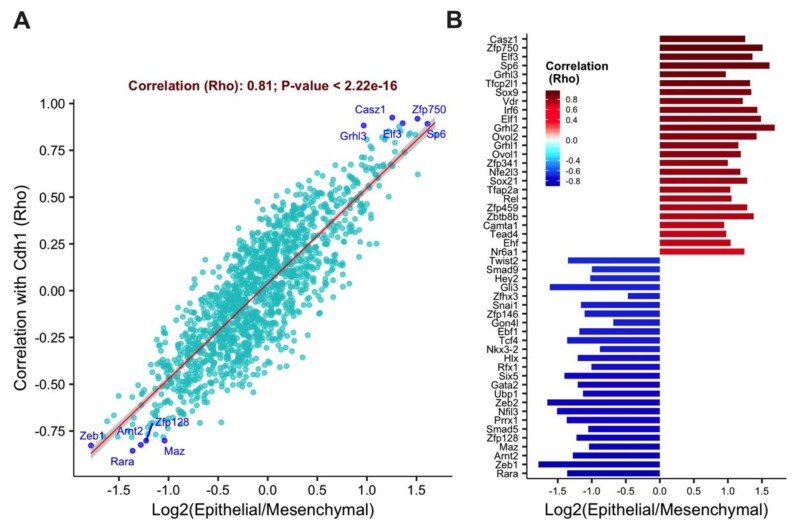
The transcription factors *Elf3* and *Grhl3* are highly correlated with the epithelial state. (**A**) A scatter plot that shows the correlation of 1469 transcription factors with the epithelial phenotype. Microarray-based screen for epithelial-specific transcription factors coregulated with E-cadherin. One-thousand-four-hundred-and-sixty-nine transcription factors were analyzed for differential expression in epithelial compared to mesenchymal samples, and Spearman correlation was calculated between each transcription factor and E-cadherin across all data sets. The top 5 correlated genes with either the epithelial or the mesenchymal phenotypes are labeled. (**B**) The ranking plot is displaying the top 25 correlated transcription factors in the epithelial and in the mesenchymal states. The x-axis represents the differential expression of each transcription factor in epithelial versus mesenchymal samples.

**Figure 2:**
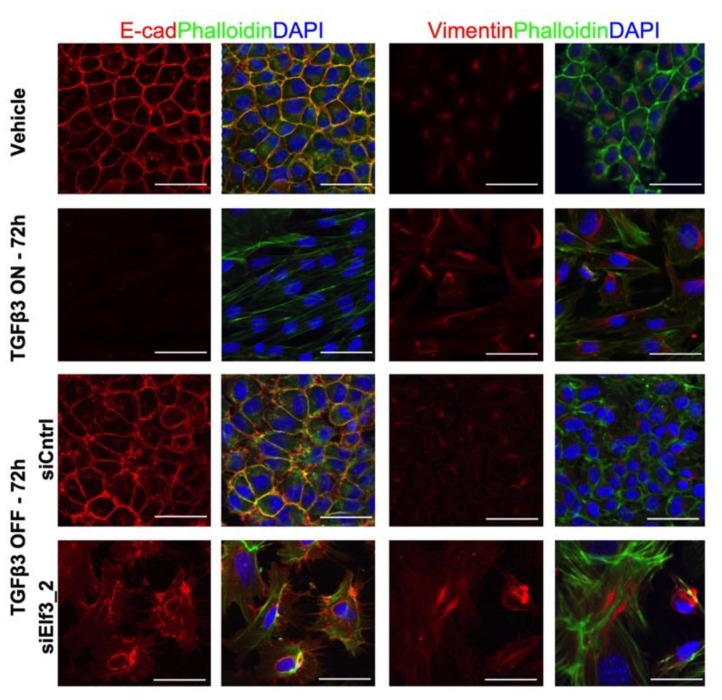
The siRNA-mediated silencing of *Elf3* result in an impaired MET. Confocal images showing the immunofluorescence staining of NMuMG cells visualizing changes in expression and intracellular distribution of E-cadherin, Vimentin, and Actin during TGFβ3 treatment, withdrawal, and also during the silencing of *Elf3*. Actin distribution (Phalloidin, green) and detection of E-cadherin (red) and Vimentin (red) is shown. Nuclei are labeled with DAPI. Scale bar, 50 μm.

**Figure 3:**
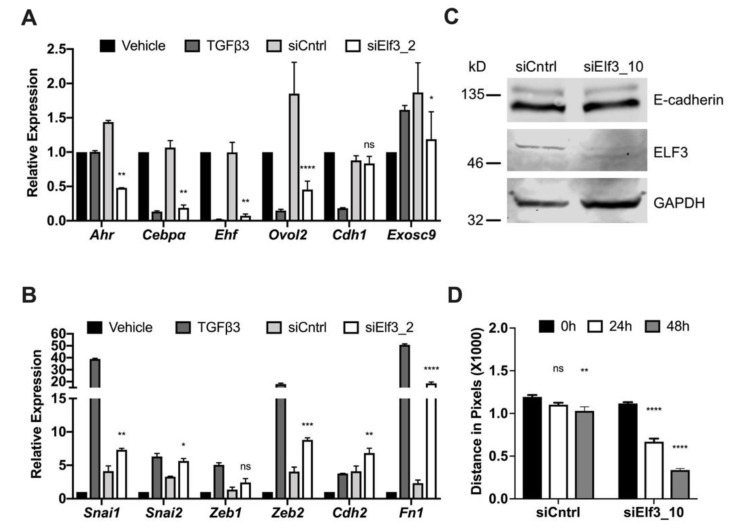
Loss of Elf3 preserves the mesenchymal state. NMuMG cells recovering from TGFβ3 treatment were transfected with either control or *Elf3* targeting siRNA, after 72 h, cells were collected, RNA was isolated, and changes in gene expression were measured by qPCR for EMT/MET relevant genes (**A**) and mesenchymal markers (**B**). (**C**) Immunoblot showing ELF3 and E-cadherin protein levels in response to *Elf3* silencing by siRNAs. (**D**) Summary of the wound healing assay results following *Elf3* silencing measured as the distance between the edges of migrating cells. Results represent the averages of at least three independent experiments in triplicates. Paired Student’s *t*-test was used to calculate statistical significance. * *p*-value < 0.05; ** *p*-value < 0.01; *** *p*-value < 0.001; **** *p*-value < 0.0001.

**Figure 4:**
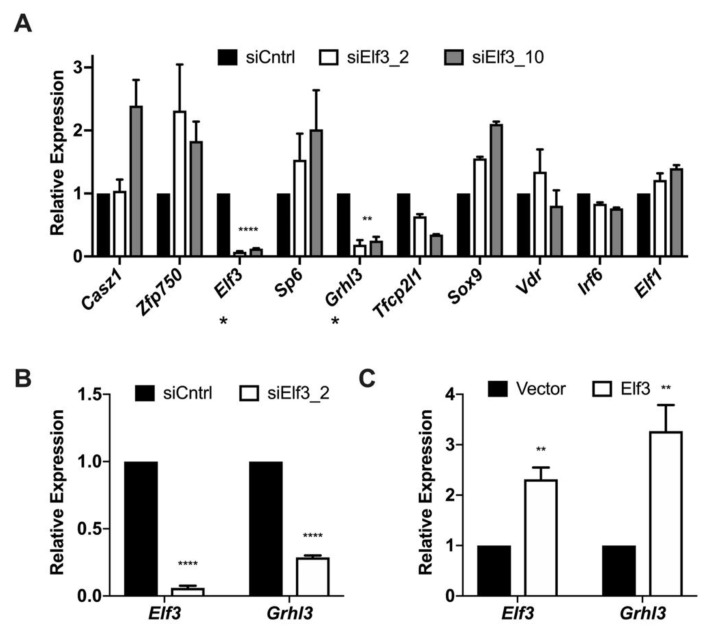
*Grhl3* expression levels change in response to modulating *Elf3* expression in different cellular models. (**A**) NMuMG cells recovering from TGFβ3 treatment were transfected with either control or *Elf3* targeting siRNAs, after 72 h, cells were collected, RNA was isolated, and changes in the expression of the top 10 genes correlated with the epithelial phenotype were measured by qPCR. The * below gene names indicate genes with efficient downregulation. (**B**) Primary mouse keratinocytes were transfected with siRNAs targeting *Elf3*. Seventy-two hours after transfection RNA was isolated, and the expression levels of *Elf3* and *Grhl3* were measured by qPCR. (**C**) MEFs were isolated from E13.5 embryos and transfected with ELF3 expressing plasmid. Seventy-two hours after transfection cells were collected in RNA lysis buffer, total RNA was isolated and converted to cDNA. qPCR was performed using *Grhl3* specific primers. Relative expression was calculated using the ΔΔCt method relative to the vector. Data represent the averages of at least three independent experiments. Paired Student’s *t*-test was used to calculate statistical significance. ** *p*-value = 0.005; **** *p*-value < 0.0001.

**Figure 5:**
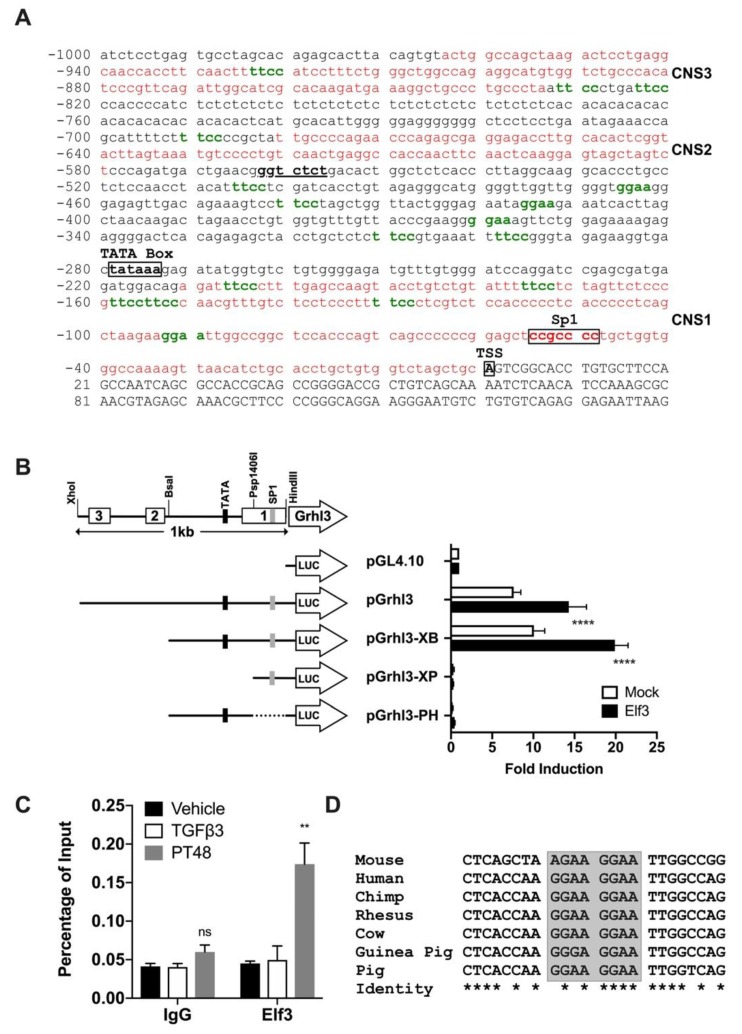
The transcription factor ELF3 regulates the *Grhl3* promoter. (**A**) The sequence of the *Grhl3* promoter (1000 bp) showing the location of the predicted TATA box, SP1 sequence, and the transcription start site. Sequences in red represent the conserved regions, and green bases represent putative ELF3 binding sites. (**B**) Luciferase reporter assay showing the activation of the *Grhl3* promoter by ELF3. Relative luciferase activity is calculated as fold induction relative to vector. Drawings on the left side show a schematic representation of the *Grhl3* promoter region (top) and the structure of each reporter plasmid (below). The conserved regions are shown as horizontal boxes labeled 1,2 and 3, the restriction enzymes used to generate the reporter deletions of the promoter are labeled. (**C**) ELF3 binding at the promoter of *Grhl3*. NMuMG cells were treated with either vehicle or TGFβ3 for 72 h, TGFβ3 treated cells were then washed with PBS and continued incubation for an additional 48 h to initiate MET (post-treatment: PT48). Cells were cross-linked, and chromatin immunoprecipitation was performed. ChIP DNA was used in qPCR to measure the occupancy of ELF3 compared to control antibodies. (**D**) Sequence alignment of one putative ELF3 binding site in the *Grhl3* promoter showing conservation among different species. In B and C, data represent the averages of at least three independent experiments. The paired Student’s *t*-test was used to calculate statistical significance. ** *p*-value < 0.01; **** *p*-value < 0.0001.

## Supplementary Materials

The following are available online at https://www.mdpi.com/2073-4409/8/8/858/s1. Figure S1: The expression of Elf3 in NMuMG cells and during MET; Figure S2: The siRNA mediated silencing of Elf3 results in an impaired MET; Figure S3: Different influence of Elf3 and Ehf during the progression of MET; Figure S4: Genes correlated with Grhl3; Figure S5: Conservation of the Grhl3 promoter; Table S1: NCBI GEO accession numbers and phenotypes of samples used in correlation studies; Table S2: Sequence information of siRNAs used; Table S3: Primers and corresponding UPL probes used in qPCR experiments; Table S4: Sequences of oligonucleotides used for the cloning of the Grhl3 promoter; Table S5: qPCR primers and UPL probes used in ChIP experiments; Table S6: Primers used in RT-PCR experiments.

How the deposited data were processed for this re-analysis (not part of the article)

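The data are 6 Affymetrix MoGene-1_0-st arrays, 3 labelled keratinocytes and 3 labelled MEFs. The authors deposited 1 table of log2 values, 1 column per array and 15648 probe sets. The methods state RMA normalization with oligo, and the submitters' processing notes name oligo 1.46.0. That the deposited log2 values are this RMA output was inferred from their range only, and over which arrays RMA was run and how the probe sets were chosen is not given in the sources used here. RMA pulls low signals toward a common floor and forces the arrays onto a shared distribution, which can shrink differences of dim genes and hide a change of total RNA. The paper merged 20 samples of 4 datasets as z-scores for its correlations and names limma for the fold changes, without stating which values entered limma, while the values given here come from limma on the log2 values of these 6 arrays alone.
Groups were taken from the sample labels and columns from the sample they name. Probe sets were named from the platform's probe table, which lists 11933 of them: 11288 with 1 gene symbol, 645 with several, which were left unnamed, while 3715 have no entry and are unnamed here. Of the 11288, 11274 were found by gene identifier in a RefSeq gene table of GRCm38.p6, which was used for current symbols only, and no coordinates are given because no genome build is named with the values. A gene with several probe sets (572 of 10261 genes) was represented by the brightest, and for 6 genes the probe sets passed in opposite directions. Elf3, Grhl1 and Ehf were not analysed here.
Differences were tested with lmFit and eBayes of limma 3.58.1 in R 4.3.3 over the probe sets with 1 symbol, as arrays labelled keratinocytes minus arrays labelled MEFs, without a block, and called at a Benjamini-Hochberg adjusted p under 0.05. Background was the 95th percentile of 10 olfactory receptor probe sets per array, a small number that makes this level rough. Gene lists were tested with camera at a preset inter-gene correlation of 0.01, with an estimated correlation, and with fry. Tested on simulated data with 200 changed probe sets of the 11288, the fit recovered 89% of changes of 1 on the log2 scale and 100% of changes of 2, and 4.55% of its calls were false. In the data 74.5% of genes passed, a far larger share than was changed in the simulation, so these rates need not hold there. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.
Named are every gene in the paper's text that was measured, the 10 genes with the largest differences in each direction among those past the threshold whose groups did not overlap, up to 4 members of each list with the largest differences, every member that passed against the direction of most of its list, the members of Figure 1B that went against the direction drawn there, and Hprt, which bears on the strain. This rule, the gene lists, the test and the alternatives were fixed before the data were examined. The lists cover the paper's transcription factors, state markers and qPCR genes with Hnf4a and Klf4, junctions, desmosomes, hemidesmosomes, basal and differentiated keratinocytes, epithelial splicing and proteases, EMT factors, matrix, fibroblasts, TGFβ, ETS, grainyhead and Hox genes, proliferation, simple keratins, sex-linked genes and markers of 7 other cell types.
The alternatives were a replicate block, arrays left out in turn, median centring, quantile normalization, z-scores, 3 filters on dim probe sets, an intensity trend with robust eBayes, array weights, the methods' t-test (which the paper names in its general statistics paragraph), the mean of a gene's probe sets, all probe sets in the fit, and a minimum log2 difference of 1. No correlation with Cdh1 was computed, because over the 6 arrays it would reflect their 2 clusters. The number of arrays limits the precision, and because each cell type is 1 group of arrays, a difference of culture, age or processing between the groups is confounded with cell type.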

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

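Of the tests below, the one for a mixture of cells was chosen only after the result was seen, as was the reading of a change in 1 group.
The marker genes ran against the cell type labels: Krt5, Krt14 and Cdh1 were high on the arrays labelled MEFs and Vim, Col1a1 and Zeb1 on those labelled keratinocytes. If the labels of the groups were exchanged, genes not yet looked at should run the same way, and of 17 measured hemidesmosome, basement membrane, epithelial splicing and serine protease genes 94.1% were higher on the arrays labelled MEFs. These genes belong to the epithelial programme of the markers already seen, and a change of state of the cells in culture would move them as well, so this test does not tell an exchange of labels from such a change. A change in 1 group only is argued against, because both groups would then hold the same programme. All 9 basal keratinocyte genes were higher on the arrays labelled MEFs, at a median log2 difference as measured of -3.19. All 17 matrix genes were higher on the others, at a median of 6.42. A change of both groups in opposite directions was not tested, and it and an exchange of labels stay open. A mixture in which each group keeps mostly the cells of its label is argued against by the 19 desmosome and basal keratinocyte genes, of which 0 were higher on the arrays labelled keratinocytes, at a median log2 difference as measured of -4.60. With lower bounds for genes not above background on the arrays labelled keratinocytes, and the 3 that were above it nowhere counted as 1-fold, the median was 7.51-fold, and 6.77-fold without Krt5 and Krt14. A small share of other cells stays open. Argued against is also an inverted scale, by 16 genes that every cell expresses, whose median percentile among probe sets was 99.3. Where such an exchange could have happened, in the sample records, the columns of the table or the arrays, is open too. In Figure 1B the factors correlated with Cdh1 are drawn as higher in epithelial samples, and ordered by Cdh1, 10 of the 11 measured factors named in the text have the sign drawn there on the log2 scale, all but Casz1, which did not pass, which does not settle the labels, because the paper told epithelial from mesenchymal samples within a study by Cdh1, Epcam, Fn1 and Vim, so that the figure may follow these markers whatever the labels say, and because it pools 20 samples.
Xist, the RNA of the inactive X chromosome of female cells, was flagged as a signal in genes outside those the paper discusses, with a log2 difference as measured of 5.83, which is at least 2.00-fold because it was not above background on the arrays labelled MEFs (7.39 ± 0.28 on the arrays labelled keratinocytes, 1.56 ± 0.66 on those labelled MEFs, SD, n = 3 each, adjusted p = 5.70e-07 from limma). The Y-linked genes Eif2s3y, Kdm5d and Uty ran the other way, at 4.94 against 7.84, 4.32 against 6.33 and 4.47 against 6.24. If the arrays labelled keratinocytes held pooled animals of both sexes, Y-linked genes should be above background there, and 0 of 3 were. This bound was too strict for 2 of them, because in an equal pool Kdm5d and Uty would come to 5.33 and 5.24, under the highest background of 5.92, so that only Eif2s3y bears on it. Eif2s3y would come to 6.84 and stood at 4.94 ± 0.27, which goes against an equal pool if male cells of both groups express this gene alike, and no array here shows whether they do. A pool, in particular one with few males, stays open. A difference of sex between the animals of the groups may account for the pattern and was not tested further, since the sources used here give no sex.
Of 28 measured Hox genes, outside those the paper discusses, 22 were higher on the arrays labelled keratinocytes (22 adjusted over the list alone, camera adjusted p = 3.08e-05; adjusted p = 0.060 with an estimated correlation), led by Hoxd13 at 7.40 ± 0.11 against 2.78 ± 0.68 and Hoxc8 at 7.08 ± 0.12 against 3.28 ± 0.28, while 15 of the 28 were above background on no array and Hoxa2 was lower at 3.63 ± 0.28 against 4.04 ± 0.06, a call lost in 8 of 17 alternatives, among them median centring (-0.32) and the fits without keratinocytes replicate 3 (-0.26), MEFs replicate 2 (-0.38) and MEFs replicate 3 (-0.43).
Of 4 simple epithelium keratins, also outside those the paper discusses, 3 were higher on the arrays labelled MEFs. Krt8 was 22.3-fold higher as measured (9.64 ± 0.11 against 5.15 ± 0.60). It was above background on 1 of the 3 arrays labelled keratinocytes, so its fold rests partly on signals under background. Krt7 was at least 4.20-fold higher. Krt18 came to at least 1.52-fold, but was above background on 1 of the 3 arrays labelled MEFs, so its bound rests partly on such signals too. Krt19 was higher on the arrays labelled keratinocytes at 5.85 ± 0.24 against 5.50 ± 0.07 (adjusted p = 0.0373 from limma, from 0.0108 to 1 over the alternatives, and camera adjusted p = 0.112 for the list). The call of Krt19 was lost in 10 of 18 alternatives, among them the fits without keratinocytes replicate 3 (0.22) and without MEFs replicates 1 (0.34), 2 (0.39) and 3 (0.32).
Snai2, which the paper shows by qPCR in NMuMG cells, differed by -0.49 on the log2 scale between the arrays labelled keratinocytes and those labelled MEFs (8.37 ± 0.17 against 8.86 ± 0.04, adjusted p = 3.40e-03 from limma), the 1 of 10 EMT transcription factors that was higher with Cdh1, while 9 were higher where Cdh1 was low (9 adjusted over the list alone, camera adjusted p = 5.85e-05; adjusted p = 0.060 with an estimated correlation).
For the 7649 genes past the threshold between the groups, the 10 splits of the 6 arrays into 3 and 3 are too few for a share under 0.05: 1 split, the real one, gave as many, and the highest of the others gave 0.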

How the results depend on the processing

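The counts of genes past the threshold lay between 6867 and 7844 under the replicate block, the arrays left out in turn, both normalizations, z-scores, the intensity trend, array weights, the methods' t-test (7073 after Benjamini-Hochberg, 7455 at its unadjusted threshold), the mean of probe sets and all probe sets. The replicate numbers do not pair the arrays: deviations of same-numbered arrays from their group means correlated at -0.19, -0.15 and -0.06. With the number as a replicate block, 7059 genes passed, 7023 of them shared with the 7649. The share of passing genes that were higher on the arrays labelled keratinocytes was 44.1%, and 50.5% with median centring, where the 2-fold counts were 1592 and 1285. Signal over background limits the counts: filters on dim probe sets leave out genes, which by construction lowers counts. A gene silent in 1 group can still stay in. Krt5, Krt14, Vim and Col1a1, each not above background in 1 group, were tested in all 20 alternatives. Cdh1, Epcam, Dsg3 and Lox, also bright in 1 group only, were tested in 19 and Grhl2 in 18. A count that falls under a filter can thus lose genes that are bright in 1 group. With the dimmest 25% left out, genes at least 2-fold higher fell to 776 on the arrays labelled keratinocytes and 1118 on those labelled MEFs, from 1442 and 1476. With probe sets below the median left out, 1680 genes were higher on the arrays labelled keratinocytes and 2489 on those labelled MEFs, 425 and 649 at 2-fold. With those not above the olfactory background left out, the 2-fold counts were 904 and 938. With a minimum log2 difference of 1 (treat), 1082 and 921 genes passed, a stricter test by construction.
List counts moved in the same settings. For each list the members past the threshold in 1 direction were followed, so members that passed the other way are not in these counts. With the dimmest 25% left out, members higher on the arrays labelled MEFs were 0 epithelial factors of the paper, 6 of Figure 1B epithelial, 7 of adherens and tight junctions and 0 of the grainyhead family, and members higher on those labelled keratinocytes were 7 Hox genes and 2 cartilage markers. With probe sets below the median left out, members higher on the arrays labelled MEFs were 0 of the paper's epithelial factors, 5 of Figure 1B epithelial, 4 junction genes, 4 desmosome genes, 2 of epidermal differentiation, 1 of epithelial splicing and proteases, 0 of the grainyhead family, 1 simple keratin and 1 sex-linked gene. Members higher on those labelled keratinocytes were 1 of the paper's mesenchymal factors, 10 of Figure 1B mesenchymal, 4 EMT factors, 5 fibroblast markers, 3 of the ETS family, 2 Hox genes, 0 skeletal muscle markers and 2 cartilage markers. With those not above the olfactory background left out, members higher on the arrays labelled MEFs were 1 epithelial factor, 7 of Figure 1B epithelial, 7 junction genes, 5 of epidermal differentiation, 1 of the grainyhead family and 1 sex-linked gene, and members higher on those labelled keratinocytes were 6 Hox genes and 2 cartilage markers. With a minimum log2 difference of 1, members higher on the arrays labelled MEFs were 3 epithelial factors, 8 of Figure 1B epithelial, 1 qPCR gene, 1 of the grainyhead family and 3 of proliferation, and members higher on those labelled keratinocytes were 12 of Figure 1B mesenchymal, 4 of TGFβ and 2 of the ETS family. With z-scores, 8 ETS genes were higher on the arrays labelled keratinocytes, and the cause was not tested.
Of 21 lists tested with camera, 16 passed, and 0 of these with an estimated correlation, where adjusted p was 0.060 for junctions, desmosomes, basal keratinocyte genes, epidermal differentiation, splicing and proteases, EMT factors, matrix, fibroblast markers, Hox genes and the paper's mesenchymal factors, 0.079 for TGFβ, 0.092 for the paper's epithelial factors, 0.111 for hemidesmosomes and for skeletal muscle, 0.129 for cartilage and 0.281 for proliferation. The estimated correlation was negative, under the preset 0.01, for junctions, EMT factors, fibroblast markers, TGFβ, cartilage and the paper's epithelial and mesenchymal factors. It was above 0.01 for the other lists that passed. A higher correlation thus does not account for the lost calls of the former lists, and their cause was not tested. The cartilage list also lost its call with median centring (0.0614), quantile normalization (0.0713), z-scores (0.117), the dimmest 25% left out (0.137), probe sets below the median left out (0.124) and those not above background left out (0.229), and the cause was not tested. With fry, which tests only whether members shift one way on average, the state markers (3.15e-06), the qPCR genes (4.63e-07), the grainyhead family (8.64e-06) and the simple keratins (2.99e-06) passed as well. These lists were split. On the arrays labelled keratinocytes and MEFs, 2 and 2 state markers, 5 and 6 qPCR genes, 2 and 3 grainyhead genes and 1 and 3 simple keratins were higher. A pass with fry therefore does not show that their members moved together. Of the named genes, Camta1 turned to a log2 difference of -0.87 with the mean of its probe sets, and Casz1 to -0.36 with that mean, to -0.062 with quantile normalization, and with z-scores its difference, on that scale, was -0.37. A minimum log2 difference alone ended the call of 16 named genes, and 3 more, Hoxa2, Krt19 and Tgfbr2, lost theirs in other settings too. Cdh1, Epcam, Fn1 and Vim kept their direction and passed under each alternative in which they were tested.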

Differences from the paper's values

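For 7 of 11 measured factors named in the text, the difference of z-scores between the groups lay outside a margin around the paper's value. It was taken as the arrays with high Cdh1 (labelled MEFs) minus those with low Cdh1 (labelled keratinocytes). The margin was each gene's own SD of z-scores, so a gene outside the 7 need not match the paper's figure. Casz1 came to 0.37 against about 1.3 in the figure, a gap smaller than its SD. Tfcp2l1 came to 1.72 against about 1.3, Ovol2 to 1.73 against about 1.4 and Zeb1 to -1.82 against about -1.8. The figure's axis is a log fold change. The methods state z-scores for the merged data and limma for fold changes without saying which values entered limma, so the figure's scale is not settled, and z-scores were set beside it because the methods name them. With 3 arrays against 3 and equal weights such a difference cannot exceed 1.83, and a gene whose 2 groups lie far apart comes close to that limit whatever its fold. The paper's values come from 20 samples of 4 datasets. That the values of these 7 differ was thus set by the design, and it is no evidence against the figure.
Zfp750 came to 1.81, and the paper's value is about 1.5 in Fig. 1B, read by eye. Sp6 came to 1.81, and the paper's is about 1.6 in Fig. 1B. Grhl3 came to 1.72, and the paper's is about 0.97 in Fig. 1B. Grhl2 came to 1.83, and the paper's is about 1.7 in Fig. 1B. Zeb2 came to -1.82, and the paper's is about -1.6 in Fig. 1B. Snai1 came to -1.82, and the paper's is about -1.2 in Fig. 1B. Twist2 came to -1.82, and the paper's is about -1.3 in Fig. 1B. Quantile normalization, array weights and each array left out in turn can move such a difference. Under each of them, the gap of each of the 7 from the paper's value stayed larger than that gene's SD of z-scores. The other alternatives set before the data were examined leave a z-score difference of these genes as it is or leave the gene out. All 7 lie near the limit of 1.83, so this says nothing about their stability.
The paper describes the factors correlated with Cdh1 as higher in epithelial samples. On z-scores, 0 of the 11 signs match as labelled and 11 ordered by Cdh1. On the log2 scale 1 matches as labelled and 10 ordered by Cdh1, and the gene that changes is Casz1, which did not pass. Its z-score difference of 0.37 turned to -0.21 without keratinocytes replicate 3 and to -0.097 without MEFs replicate 1. On the arrays labelled keratinocytes, the paper's own markers Cdh1 and Epcam were low and Fn1 and Vim were high.
The paper lists Casz1 as high in the epithelial phenotype, and here it did not pass with its brighter probe set. With the mean of its 2 probe sets, an alternative set before the data were examined, it was higher on the arrays with high Cdh1 (adjusted p = 0.0150 from limma), the 1 of 17 alternatives in which it passed, with adjusted p from 0.015 to 1 over them. In the tally over Figure 1B, 15 of 17 epithelial and 22 of 24 mesenchymal factors followed the drawn direction when ordered by Cdh1, and Camta1 was the 1 factor that passed against it, with the mean of its 2 probe sets in the drawn direction.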

Other observations

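Of 10 measured genes of the TGFβ pathway, 7 were higher on the arrays labelled keratinocytes, where Cdh1 was low, 2 were higher on those labelled MEFs and 1 did not pass (7 and 2 adjusted over the list alone, camera adjusted p = 7.38e-03; adjusted p = 0.079 with an estimated correlation). Tgfb3, the ligand that the paper applied to NMuMG cells, stood at 9.51 ± 0.04 against 2.28 ± 0.05 (SD, n = 3 each), at least 8.70-fold higher (adjusted p = 7.89e-10 from limma), and Tgfb2 was at least 1.43-fold higher. The feedback inhibitor gene Smad7 was at least 2.63-fold and the target gene Ccn2 5.09-fold higher on the arrays labelled keratinocytes. The receptor gene Tgfbr2 stood at 8.98 ± 0.05 against 9.25 ± 0.07, a call lost in 8 of 20 alternatives, among them median centring (-0.17), quantile normalization (-0.19) and the fits without keratinocytes replicate 3 (-0.25), MEFs replicate 1 (-0.23) and MEFs replicate 3 (-0.28). Smad2 was 1.36-fold higher on the arrays labelled MEFs and Tgfbr1 stood at 7.06 against 7.12 without passing.
Of 16 measured ETS genes, the family of Elf3, 5 were higher on the arrays labelled keratinocytes, 5 were higher on those labelled MEFs and 6 did not pass (5 and 5 adjusted over the list alone, camera adjusted p = 0.711). Ets2 was 3.99-fold and Etv4 at least 1.94-fold higher on the arrays labelled MEFs, and Erg, above background on no array, stood at 5.25 ± 0.12 on those labelled keratinocytes against 2.80 ± 0.22. In the grainyhead family, Grhl2, Grhl3 and Tfcp2l1 were higher on the arrays labelled MEFs, and Ubp1 and Tfcp2 on those labelled keratinocytes (3 and 2 adjusted over the list alone, camera adjusted p = 0.511). Of 8 measured genes of epithelial splicing and serine proteases, 8 were higher on the arrays labelled MEFs (8 adjusted over the list alone, camera adjusted p = 4.75e-05; adjusted p = 0.060 with an estimated correlation), with the splicing regulator gene Esrp1 at 8.66 ± 0.07 against 2.05 ± 0.15. Of 13 measured proliferation genes, 11 were higher on the arrays labelled MEFs and 2, Plk1 and Cdc20, did not pass (11 adjusted over the list alone, camera adjusted p = 1.68e-03; adjusted p = 0.28 with an estimated correlation), with Bub1 2.69-fold and the replication clamp gene Pcna 2.60-fold higher.
Of 12 measured genes of a list of the paper's qPCR genes after Elf3 silencing in NMuMG cells, with Hnf4a and Klf4 added, transcription factors that its introduction names, 5 were higher on the arrays labelled keratinocytes, 6 were higher on those labelled MEFs and Hnf4a did not pass (6 and 6 adjusted over the list alone, camera adjusted p = 0.500). Hnf4a was higher on the arrays labelled keratinocytes in 4 of 17 alternatives, among them median centring (0.33) and the fits without keratinocytes replicate 3 (0.29) and without MEFs replicate 3 (0.30). Ahr was at least 2.53-fold higher on the arrays labelled keratinocytes, Klf4 was 1.68-fold and Exosc9 1.46-fold higher on those labelled MEFs, and Cebpa, above background on no array, stood at 4.84 ± 0.24 against 4.15 ± 0.07.
Among markers of other cell types, the macrophage gene Cd68 stood at 8.56 ± 0.12 on the arrays labelled MEFs against 4.64 ± 0.32, the other measured leukocyte gene, Laptm5, at 2.45 ± 0.34 against 4.12 ± 0.06, below background on each array. The endothelial gene Kdr was below background on each array, the neural gene Tubb3 did not pass, and 0 melanocyte and 0 erythroid markers were measured. The 3 skeletal muscle markers were higher on the arrays labelled keratinocytes (camera adjusted p = 0.0206; adjusted p = 0.11 with an estimated correlation), with Acta1 at 7.04 ± 0.42 against 5.41 ± 0.12. Of the cartilage markers 4 were higher there (camera adjusted p = 0.0404; adjusted p = 0.13 with an estimated correlation), and Sox9 was 1.80-fold higher on the arrays labelled MEFs.
Hprt, which is not functional in the DR-4 strain that the isolation protocol names, was above background on all 6 arrays, at 8.05 ± 0.16 on those labelled keratinocytes and 9.18 ± 0.07 on those labelled MEFs. A probe set outside an altered part of the gene would not show the strain, so this leaves it open.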
